A study of Ambystoma mexicanum with 8 samples.

How the data were processed

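Limb cells of the axolotl, Ambystoma mexicanum, were profiled by droplet single-cell RNA sequencing in 8 libraries, 4 named Intact and 4 named Contra. Per the labels' protocols, limb tissue was dissociated enzymatically, live cells were sorted by fluorescence on their DNA content, and the fraction with a DNA content of 4 C, described there as dividing, went into 3' gene expression libraries of the 10x Genomics droplet system. A DNA content of 4 C is that of a diploid cell after it has copied its DNA, and a pair of cells of single DNA content that stick together passes the same gate. Per the labels' protocols the libraries were sequenced as paired reads of 100 bp on a single flow cell lane. The design text of the series names homeostatic limbs and systemically activated limbs, the latter taken 14 days after an amputation. The library names give Intact or Contra and a replicate number, and Intact was taken for the homeostatic and Contra for the systemically activated limbs. The labels do not spell Contra out. Groups and replicate numbers came from those names. Intact carries the numbers 1, 3, 4 and 5 and Contra the numbers 1, 2, 3 and 5.

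The deposited matrix holds whole-number UMI counts per gene and cell with no normalization, for 60956 genes and 34149 cells of all 8 libraries together. UMIs are molecular identifiers, so that copies of one molecule count once. The aligner, the counting software and the genome build were not given in the sources used here, and neither was the use of strand in counting. The deposited cells hold at least 450 genes each, and a filter behind this is not given in the sources used here. Each barcode starts with the name of its library, which assigned every cell to a library. In all, 135 barcode sequences occur in more than 1 library. Genes carry AMEX60DD identifiers, of which 25617 are paired with a gene symbol in the gene list. The last symbol before the identifier was used as the gene's symbol. The table of reference gene names that was at hand does not carry these identifiers and was not used here, and no coordinates are given for the same reason. No column of values per sample was left unused.

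Cells with fewer than 500 genes were left out. Scrublet, as built into scanpy 1.11.5, called 104 further cells as doublets, or 0.307% of the remaining 33860. Of these, 88 lay in Contra 2, or 1.42% of its cells, against 0.202% at most in another library. A caller that marks so few cells in libraries of this size has not worked, and doublets were in effect not removed. An alternative left out the cells with the highest doublet scores, at 0.8% per 1000 cells of a library, or 1361 cells. The kept matrix holds 33756 cells, 10909 of Intact and 22847 of Contra. Intervals given with shares are exact Clopper-Pearson intervals at a level of 95% and, like the floor of 3 counts used for genes without a count, cover counting error only.

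Cells were normalized to 10000 counts, log-transformed and clustered by the Leiden method (leidenalg 0.10.2, resolution 1) on a shared-neighbour graph of 20 neighbours in 30 principal components of 2000 variable genes, chosen within libraries. No correction for library was applied. Of 32 clusters, those in which at least 3 markers of a class were raised took that class's name with the ending -like. A marker was raised where it reached 20 CPM, the count scaled to a common library total, and at least 4 times the lower quartile over clusters. The markers of 20 cell types had been listed beforehand and the scoring was set after the data were seen. A cluster stayed unnamed if at least 50% of the detected markers of an unrelated class were raised too, if another class had more markers among its top 10 genes by fold, or if its median UMI count was below a fixed fraction of its libraries' with no marker of the class in the top 10. In all, 12 clusters stayed unnamed. The named classes were connective tissue-like, epidermal-like, endothelial-like, macrophage-like, erythroid-like, mast cell or basophil-like and muscle fibre-like. No cluster took a name from the lists for cartilage, tendon, muscle progenitors, mural cells, Schwann cells, neutrophils, T cells, B cells, pigment cells, dendritic cells, ionocytes, secretory epidermis or neurons.

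Shares of cells and medians of UMIs per cell were computed per library and compared with 2-sided exact permutation tests of the difference in means over all 70 assignments of 4 and 4 libraries. The smallest p that this design allows is 0.0286. The p-values of the class shares were adjusted over the classes by Benjamini and Hochberg. Expression of G2/M genes was read from a list of 59 symbols of genes of the G2 and M phases, of which 52 were found. To compare cells of different depth, 2000 UMIs were drawn from each cell without replacement, and a cell counted if at least 3 of them came from the list. Cells under 2000 UMIs were left out, 1175 of Intact and 2055 of Contra.

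For differences between genes, counts were summed per library over all cells and over each class with at least 20 cells in at least 3 libraries of each group. The sums were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filter filterByExpr and no term beside the group. Genes counted as called at a Benjamini-Hochberg adjusted p under 0.05. CPM values of genes are TMM-scaled unless said otherwise. In tests on simulated data with the real means, library sizes and dispersions, in which 200 genes were changed by 2 on the log2 scale, the test recovered 76.5% of them with 9 false calls over all cells (37375 genes), 89% in connective tissue-like (32230), 90.5% in endothelial-like (15042), 90% in epidermal-like (20352) and 85.5% in macrophage-like cells (9641). False calls in these classes numbered 13 of 191, 13 of 194, 16 of 196 and 12 of 183 calls, in the same order, and over all cells 9 of 162. In all, 11 gene sets were tested over all cells with camera of limma 3.58.1 at its preset correlation of 0.01, with adjustment over sets. They covered S phase, G2/M, ribosomal proteins, oxidative phosphorylation, genes linked to mTORC1 signalling, immediate early genes, heat shock, the interferon response, extracellular matrix, the DNA damage response and adrenergic signalling.

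The design, the tests, the gene sets, the marker lists and most alternatives were fixed before the data were examined. The rule for named genes was fixed with them. It names a list of adrenergic receptor and cell cycle genes in the test over all cells, 1 of which is not reported here. It further names the called genes with the largest changes that have a symbol, at least 10 CPM and groups that do not overlap, 5 in each direction over all cells and 2 in each direction per class. Where no gene is called, it names the 2 genes with a symbol that have the smallest p, as genes that failed the correction. Where a symbol has several identifiers, each is a gene of its own.

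The alternatives were DESeq2 1.42.0 and its size factors, no filter on low counts, the replicate number as a block, leaving out each library in turn, keeping called doublets, a minimum of 1000 genes per cell, Leiden resolutions of 0.5 and 2, variable genes without cell cycle genes, other numbers of UMIs drawn or required, edgeR on cell counts, and fry or an estimated correlation for gene sets. Alternatives added after the data were seen were the expected number of doublets left out, the G2/M list without TUBB4B, G2/M shares without drawing UMIs, G2/M shares and gene sets in each class alone, and the libraries numbered 1 and 3 against the others as a term.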

Results

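Axolotl limbs were sampled to ask which cells are found with a doubled DNA content in homeostatic limbs and in systemically activated limbs 14 days after an amputation. The study is known to ask how cells far from an injury are activated, and whether adrenergic signalling takes part. The 8 libraries hold live limb cells from the 4 C gate, 4 libraries of Intact and 4 of Contra. The matrix holds 34149 cells, 11031 of Intact and 23118 of Contra. Total counts ranged from 13344968 in Intact 5 to 69023082 in Intact 3 among the Intact libraries, with 20476815 in Intact 1 and 26356361 in Intact 4. Among the Contra libraries they ranged from 39721939 in Contra 5 to 99777499 in Contra 3, with 58016726 in Contra 1 and 69004816 in Contra 2. After filtering, 33756 cells were kept, with a median of 9161.5 UMIs and 3223 genes per cell. No library was a copy of another: a chi-square statistic of the counts of each pair of libraries, divided by its degrees of freedom, ranged from 13.8 for Intact 4 and Intact 5 to 443 for Intact 1 and Contra 3.

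The number of UMIs per cell was compared first, since it limits what can be seen in a cell. The median per library was 8641 in Intact 1, 15402 in Intact 3, 5295 in Intact 4 and 4137.5 in Intact 5, and 11072.5 in Contra 1, 9185 in Contra 2, 12218 in Contra 3 and 4859 in Contra 5. The means of these medians were 8369 ± 5063 (SD, n = 4) in Intact and 9334 ± 3235 (SD, n = 4) in Contra, a difference of 965 (2-sided exact permutation test, p = 0.743). Leaving out Intact 3 moved the difference most, to 3309, and it turned negative without Intact 4 (-59.9) or Intact 5 (-446). Within classes the medians differed by 1294.5 in connective tissue-like (exact permutation p = 0.600), 1247 in endothelial-like (exact permutation p = 0.486), -1695.5 in epidermal-like (exact permutation p = 0.343) and -320 in macrophage-like cells (exact permutation p = 0.914).

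Which cell classes fill the 4 C gate was asked of the whole matrix. Connective tissue-like cells made up 49.9% of the kept cells (16856 cells, exact 95% interval 49.4 to 50.5), and epidermal-like cells 23.3% (7879 cells, 22.9 to 23.8). Endothelial-like cells made up 7.14% (2409 cells, 6.86 to 7.42), macrophage-like cells 1.25% (423 cells, 1.14 to 1.38) and erythroid-like cells 1.14% (384 cells, 1.03 to 1.26). Mast cell or basophil-like cells made up 0.818% (276 cells, 0.724 to 0.920) and muscle fibre-like cells 0.160% (54 cells, 0.120 to 0.209). The remaining 16.2% (5475 cells, 15.8 to 16.6) lay in the 12 unnamed clusters. These are shares of sorted cells and of the libraries as pooled, in which larger libraries weigh more. The unnamed share moved most with the clustering, to 5.98% at a Leiden resolution of 0.5 and to 23.0% at a resolution of 2.

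Whether the classes in the 4 C gate differ between the groups was tested on shares per library. Connective tissue-like cells made up 29.5% ± 25.03 (SD, n = 4) of Intact and 54.8% ± 20.6 (SD, n = 4) of Contra libraries, a difference of 25.2 percentage points. The 2-sided exact permutation test gave p = 0.171, or 0.686 after adjustment over the classes. Epidermal-like cells went the other way, from 41.0% ± 23.4 to 18.8% ± 11.6 (difference -22.2 points, exact permutation p = 0.171, adjusted 0.686). In each case the difference was within the spread between libraries. Of the alternatives, leaving out Intact 3 moved these differences most. Connective tissue-like cells made up 67.0% of that library and 18.3%, 17.3% and 15.4% of Intact 1, 4 and 5, against 67.0%, 52.2%, 73.0% and 26.7% of Contra 1, 2, 3 and 5. Without Intact 3 the differences were 37.7 points (exact permutation p = 0.0571) and -33.9 points (exact permutation p = 0.0286, the smallest it can give here, adjusted 0.229). With cells pooled over libraries, cluster 1 held 43.2% and cluster 3 27.8% of the epidermal-like class in Intact, and cluster 3 held 38.3% and cluster 1 33.3% in Contra. By library, cluster 1 was the larger in Intact 1, 4 and 5 and, at 9.34% against 9.31% of cells, in Contra 2. Cluster 3 was the larger in Intact 3 and Contra 1, 3 and 5. Neither cluster's share of cells differed detectably between the groups (exact permutation p = 0.171 for cluster 1 and 0.457 for cluster 3).

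**Figure D1:**
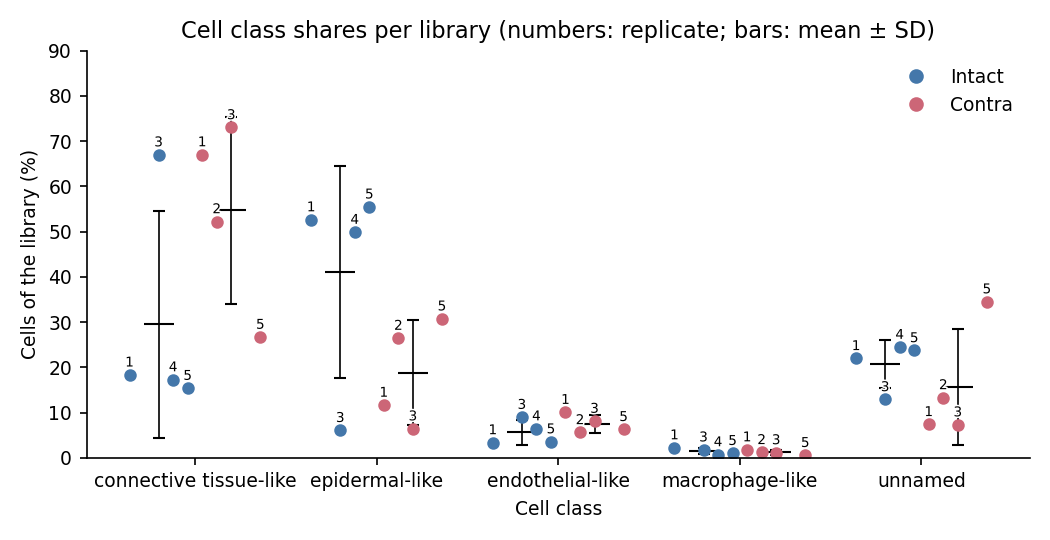
Share of each library's kept cells (vertical axis, percent) in 4 named classes and in unnamed clusters (horizontal axis), with 1 point per library marked by its replicate number, blue for Intact and red for Contra, and black bars for mean ± SD of 4 libraries. Intact 3 lies at 67.0% connective tissue-like and 6.09% epidermal-like cells, away from the other Intact libraries.

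The smaller classes did not differ detectably. Endothelial-like cells made up 5.60% ± 2.66 of Intact and 7.53% ± 2.00 of Contra libraries (difference 1.92 points, exact permutation p = 0.314, adjusted 0.686). Macrophage-like cells made up 1.44% ± 0.704 and 1.19% ± 0.505 (exact permutation p = 0.686, adjusted 0.914), and mast cell or basophil-like cells 0.458% ± 0.466 and 0.864% ± 0.726 (exact permutation p = 0.343, adjusted 0.686). Erythroid-like cells made up 1.04% ± 0.523 and 1.05% ± 0.554 (exact permutation p = 0.857, adjusted 0.971). Muscle fibre-like cells made up 0.137% ± 0.109 and 0.144% ± 0.136 (exact permutation p = 0.971). The unnamed clusters held 20.8% ± 5.35 of Intact and 15.6% ± 12.9 of Contra libraries (exact permutation p = 0.486, adjusted 0.777). The direction for erythroid-like cells depended on the clustering: at a resolution of 0.5 their share was lower in Contra by -3.12 points (exact permutation p = 0.0286, adjusted 0.200). The class then held 1201 cells against 384 here. Cluster 15, led by globin genes and unnamed here, held 683 cells and may have been counted in it. Its share was 4.01% in Intact and 1.25% in Contra libraries. Among the unnamed clusters, cluster 4 held 11.7% of Intact and 5.58% of Contra libraries. Its epidermal markers were raised but MPEG1 was first among its leading genes, and the naming rule, set after the data were seen, kept it out of the epidermal-like class.

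The libraries numbered 1 and 3 differed from the others in several classes, as described for gene expression, so the differences were also computed within each of these sets, with 2 Intact and 2 Contra libraries each and no test. Connective tissue-like cells were higher in Contra by 27.4 points in numbers 1 and 3 and by 23.1 in the other numbers. For epidermal-like cells the differences were -20.3 and -24.1 points, for endothelial-like cells 2.91 and 0.934 points and for macrophage-like cells -0.532 and 0.0164 points. For median UMIs per cell they were -376 and 2306.

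Expression of G2/M genes was measured because a DNA content of 4 C is found in cells in G2 or mitosis, in tetraploid cells and in pairs of cells alike. Of the 30526 kept cells with at least 2000 UMIs, 63.6% (exact 95% interval 63.0 to 64.1) held at least 3 UMIs of the G2/M list among 2000 drawn, and 10004 of the 30526 cells held 2 or 3. Without drawing UMIs the share was 94.9% of the same cells and 89.6% of all 33756 kept cells. TUBB4B, a tubulin gene found in 76.6% of cells, gave 33.2% of all UMIs of the list. Without it, a choice made after the data were seen, the share was 42.3%. The share moved most with the number of UMIs drawn, from 32.0% at 1000 to 90.4% at 4000. It was 83.6% in endothelial-like, 76.5% in epidermal-like, 72.0% in macrophage-like, 71.6% in mast cell or basophil-like, 64.8% in erythroid-like and 58.1% in connective tissue-like cells, and 51.5% in unnamed clusters. Without TUBB4B the shares were 70.8%, 61.0%, 50.5%, 42.8%, 60.1% and 31.8%, in the same order, and 35.4% in unnamed clusters. Erythroid-like cells then lay above macrophage-like and mast cell or basophil-like cells, and connective tissue-like cells below the unnamed clusters. Muscle fibre-like cells, which are taken not to divide, served as the background for free RNA. Among these 28.6% (12 of 42 cells, 15.7 to 44.6) passed, and 4.76% without TUBB4B. Their median depth was 4176 UMIs against 10389.5 in all cells measured. The share in all cells was thus above this background, and no claim about cycling follows from these calls alone.

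Between the groups the G2/M share was 65.8% ± 4.44 (SD, n = 4) in Intact and 63.4% ± 2.08 (SD, n = 4) in Contra, a difference of -2.46 points (2-sided exact permutation test, p = 0.371). Without TUBB4B it was 48.5% ± 7.63 and 40.8% ± 4.39, a difference of -7.73 points (exact permutation p = 0.200). Without drawing UMIs it was 93.1% ± 2.86 and 95.0% ± 2.24 in the same cells (exact permutation p = 0.400). In all kept cells, with those under 2000 UMIs included, it was then 86.9% ± 5.17 and 90.04% ± 4.39, a difference of 3.12 points (exact permutation p = 0.400). This last alternative moved the difference most, and asking for at least 5 UMIs of the list moved it almost as far, to -8.03 points (exact permutation p = 0.114). With 4000 UMIs drawn the direction turned, to 2.09 points (exact permutation p = 0.0571), and with at least 2 UMIs of the list to 0.205 points (exact permutation p = 0.886). Within classes the shares were 61.0% and 58.0% in connective tissue-like (exact permutation p = 0.257), 77.0% and 72.7% in epidermal-like (exact permutation p = 0.229) and 81.9% and 83.6% in endothelial-like cells (exact permutation p = 0.486). Without TUBB4B the differences in these classes were -5.38, -4.22 and -3.10 points, so the direction in endothelial-like cells turned (exact permutation p = 0.114, 0.371 and 0.371). With the whole list and all classes, the difference was 0.539 points in numbers 1 and 3 and -5.45 points in the other numbers, with 2 libraries per group in each.

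**Figure D2:**
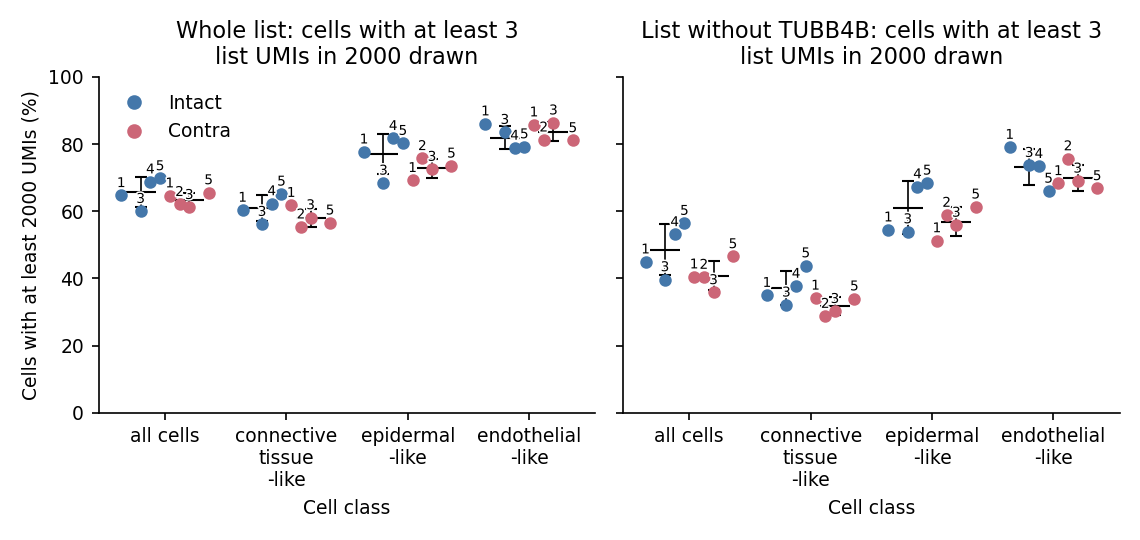
Share of cells with at least 2000 UMIs (vertical axis, percent) that held at least 3 UMIs of the G2/M list among 2000 drawn, over all cells and in 3 classes (horizontal axis), with the whole list on the left and without TUBB4B on the right. Points are libraries marked by replicate number, blue for Intact and red for Contra, bars are mean ± SD of 4 libraries, and over all cells Intact spans 60.0% to 69.8% and Contra 61.2% to 65.6% with the whole list.

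Genes differing between Contra and Intact were first sought in sums over all cells. By edgeR, 0 of 37375 genes passed an adjusted p of 0.05, with 2802 at an unadjusted p under 0.05, and DESeq2 called 14, of which 8 were higher and 6 lower in Contra. Leaving out Intact 3 moved the count most, to 5681 genes, 3566 higher and 2115 lower. Of the genes then called higher, 99.9% were higher in connective tissue-like than in epidermal-like cells, against 0.473% of the genes called lower and 57.8% of all genes tested. Within classes edgeR called 0 genes in each of the 4 classes tested. The genes at an unadjusted p under 0.05 numbered 2588 of 32230 in connective tissue-like, 1056 of 15042 in endothelial-like, 1191 of 20352 in epidermal-like and 566 of 9641 in macrophage-like cells. DESeq2 called 73 genes in connective tissue-like (67 higher), 74 in endothelial-like (70 higher), 25 in epidermal-like (22 higher) and 4 in macrophage-like cells (2 higher). In epidermal-like cells 29 genes were called by edgeR without Intact 3, all of them higher in Contra. Without a filter on low counts edgeR called 1, 305, 72 and 213 genes in the 4 classes in the same order. With the replicate number as a block, edgeR called 236, 59, 0 and 0, but these numbers did not clearly pair the libraries.

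The libraries numbered 1 and 3 of both groups stood apart from the others within 3 of the 4 classes tested: edgeR called 355 genes between these sets in connective tissue-like cells, 154 in endothelial-like and 5 in epidermal-like cells. It called 0 in macrophage-like cells and over all cells, where 601 and 3412 genes had an unadjusted p under 0.05 for this split, and DESeq2 was not run on it. With that split as a term, added after the data were seen, edgeR called 0 genes between Contra and Intact over all cells and in endothelial-like, epidermal-like and macrophage-like cells, where 4913, 1344, 1319 and 692 genes had an unadjusted p under 0.05. In connective tissue-like cells it called 3, which were singled out after their values were seen. They were PSME2 (AMEX60DD009564, log2 fold change 0.72 ± 0.09 SE), B2M (AMEX60DD028300, 1.06 ± 0.13) and H2AC20 (AMEX60DD035414, 1.08 ± 0.13), each with an adjusted p of 0.0456 and each higher in 4 of 4 Contra libraries than in every Intact library. Without the term their adjusted p by edgeR was 0.582, 0.562 and 0.557.

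The list of adrenergic receptor and cell cycle genes was read over all cells, to ask whether receptors for adrenergic signals differ in the sorted cells. Of its 12 identifiers that were tested and are reported, 8 were higher and 4 lower in Contra by edgeR. In all, 0 passed when adjusted over these 12 alone, where the smallest adjusted p was 0.187, and 0 when adjusted over all genes tested, and 0 had an unadjusted p under 0.05. DESeq2 also called 0 of the 12 over all genes. The 2 identifiers of ADRA1A had log2 fold changes of 0.67 ± 0.30 (AMEX60DD001449, 5.73 against 9.25 CPM) and 0.54 ± 0.28 (AMEX60DD030380, 5.88 against 8.64 CPM), and reads shared between these copies cannot be excluded. ADRA1D (AMEX60DD046180) rose by 0.53 ± 0.31 from 7.36 to 10.8 CPM. ADRA2A, ADRA2B, ADRA1B and ADRA2C lay at 1.54 CPM or less in each group, with log2 fold changes of 0.89 ± 0.60, 0.87 ± 0.46, 0.50 ± 0.66 and -0.59 ± 0.27. ADRB1 was represented by AMEX60DD053172 (-0.07 ± 0.13) and AMEX60DD053174 (0.10 ± 0.25), and a further identifier with 3 UMIs was not tested. Of the cell cycle genes, MKI67 (AMEX60DD028336) had 8.28 and 11.01 CPM (0.40 ± 0.21), TOP2A (AMEX60DD010148) 59.0 and 52.7 CPM (-0.16 ± 0.24) and CDK1 (AMEX60DD052476) 0.343 and 0.146 CPM (-1.20 ± 0.57). CCNB1 had 2 identifiers with 24 and 22 UMIs in all, too few to test, and PCNA had 0 identifiers under that symbol, with PCNA.L (AMEX60DD001418) outside the list. ADRB3 occurred only before ADRB1 in the name of the identifier with 3 UMIs, which was counted under ADRB1, the last symbol of the name. Intact 3 decided several of these values. Without it, both identifiers of ADRA1A, ADRA1D and MKI67 passed the adjustment over all genes by edgeR, with log2 fold changes of 1.11, 0.93, 0.97 and 0.65 (adjusted p 0.00679, 0.00823, 0.0113 and 0.0239). Over all alternatives the adjusted p of these 4 reached 0.796. The mix of classes may account for their rise without Intact 3. Levels expected from each library's mix, without TMM scaling, were lower in Intact 1, 4 and 5 than in Contra. They were 4.45 to 5.41 and 7.23 to 10.9 CPM for ADRA1A (AMEX60DD001449) and 3.80 to 5.05 and 6.57 to 10.4 for AMEX60DD030380. For ADRA1D they were 4.39 to 5.83 and 8.26 to 13.7, and for MKI67 6.64 to 7.45 and 9.08 to 13.3. The list was not read within classes.

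**Figure D3:**
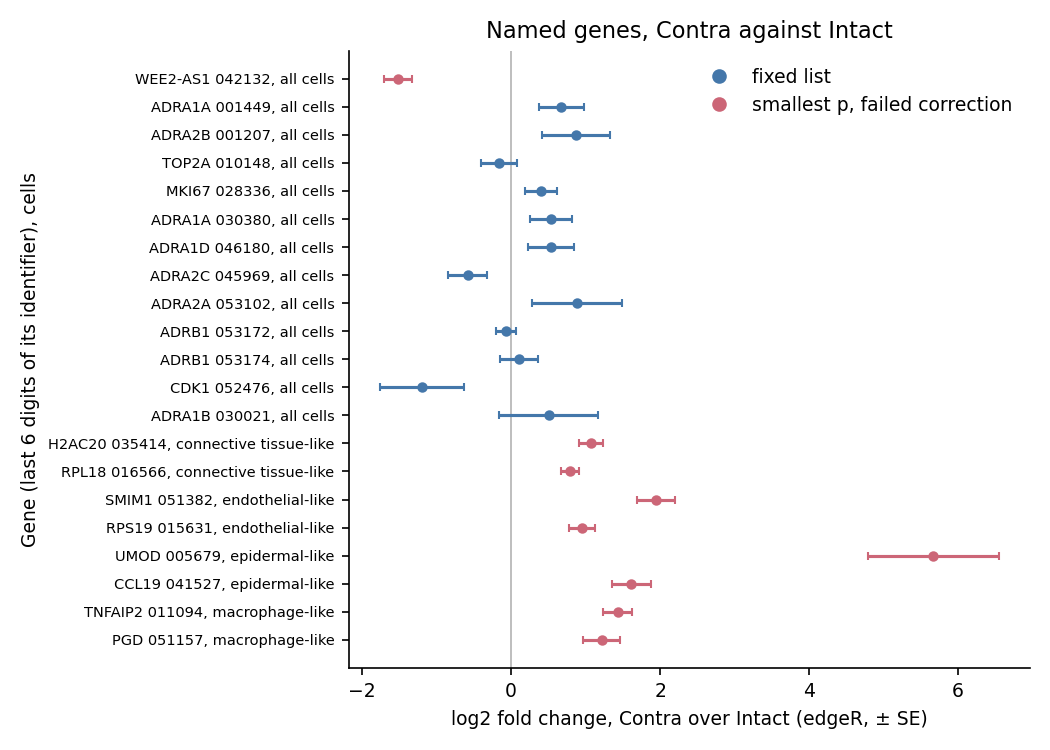
Log2 fold change of Contra over Intact by edgeR (horizontal axis) for genes of the fixed list (blue) and for the genes with the smallest p, which failed the correction (red), with the cells in which each was tested on the vertical axis and bars for ± SE, n = 4 libraries per group. ENV is left out because its Intact libraries hold 0 counts; the 5.67 of UMOD is the largest change drawn.

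As edgeR called no gene in its main tests, the genes with a symbol and the smallest p were read in each, all of which failed the correction there. Over all cells these were WEE2-AS1 (AMEX60DD042132) and ENV (AMEX60DD045882). WEE2-AS1, 1 of 2 identifiers and named as an antisense gene, fell by 1.52 on the log2 scale, from 486 ± 54.7 to 169 ± 36.3 CPM (SD, n = 4, adjusted p 0.514), and was lower in 4 of 4 Contra libraries than in every Intact one. ENV, 1 of 167 identifiers of that symbol, had 0 counts in Intact and 97 in Contra (0.382 CPM), which is at least 15.7-fold higher against a floor of 3 counts over the group (adjusted p 0.514). In connective tissue-like cells they were H2AC20, 1 of 9 identifiers (log2 fold change 1.08 ± 0.16 SE, 29.6 to 62.8 CPM, adjusted p 0.557), and RPL18 (AMEX60DD016566), 1 of 3 (0.79 ± 0.13, 69.5 to 121 CPM, adjusted p 0.557). In endothelial-like cells they were SMIM1 (AMEX60DD051382; 1.94 ± 0.26, 3.77 to 17.0 CPM, adjusted p 0.113) and RPS19 (AMEX60DD015631), 1 of 3 (0.95 ± 0.18, 652 to 1269 CPM, adjusted p 0.524). In epidermal-like cells they were UMOD (AMEX60DD005679), 1 of 25 (5.67 ± 0.88, 0.557 to 29.4 CPM, adjusted p 0.344), and CCL19 (AMEX60DD041527), 1 of 2 (1.61 ± 0.26, 22.3 to 68.9 CPM, adjusted p 0.344). In macrophage-like cells they were TNFAIP2 (AMEX60DD011094), 1 of 2 (1.43 ± 0.19, 63.0 to 163 CPM, adjusted p 0.0738), and PGD (AMEX60DD051157; 1.22 ± 0.25, 20.1 to 47.2 CPM, adjusted p 0.650). Each of these 8 was higher in 4 of 4 Contra libraries than in every Intact one. They were picked by p, so groups that do not overlap are built into the choice. Where several identifiers share a symbol, reads split between copies leave the value of a single one uncertain, as does the unknown use of strand for WEE2-AS1.

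Gene sets were tested over all cells, where 8 of 11 passed an adjusted p of 0.05 by camera. These sums also carry the mix of classes. Connective tissue-like cells made up 29.5% of Intact and 54.8% of Contra libraries, and epidermal-like cells 41.0% and 18.8%. The calls over all cells therefore cannot tell a change within cells from a different mix. Extracellular matrix genes were higher in Contra (47 identifiers, mean log2 fold change 0.55, adjusted p 1.58e-09), as were ribosomal protein genes (165, 0.21, 2.49e-05) and immediate early genes (30, 0.29, 0.0434). Lower in Contra were genes of the interferon response (32, -0.58, 3.32e-06), S phase (48, -0.29, 5.63e-05), mTORC1 signalling (54, -0.31, 2.92e-04), G2/M (72, -0.21, 5.67e-04) and oxidative phosphorylation (87, -0.26, 0.00204). The adrenergic set (46, 0.13, 0.128), heat shock (25, -0.11, 0.507) and DNA damage response (23, -0.04, 0.507) did not pass, and the median of the last, 0.02, had the opposite sign of its mean. The set means pointed the same way in 4 of 4 Contra libraries against the Intact mean for 6 of the 8 sets that passed, and in 3 of 4 for immediate early genes and oxidative phosphorylation. In no set did the groups separate. The median of all genes was -0.01. None of the 8 calls held under fry or under an estimated correlation, which moved these results most: 0 sets passed by either, with adjusted p from 0.523 to 0.607 by fry and 0.651 by the estimated correlation. Within classes camera called 6 sets in connective tissue-like, 7 in endothelial-like, 4 in epidermal-like and 6 in macrophage-like cells, and fry called 0 in each, with smallest adjusted p of 0.326, 0.239, 0.520 and 0.460. Several of these calls by camera ran against the direction over all cells. Oxidative phosphorylation was higher in Contra in connective tissue-like (0.25, adjusted p 2.36e-14), endothelial-like (0.23, 7.17e-12) and macrophage-like cells (0.12, 0.00101). G2/M was higher in connective tissue-like (0.17, 8.64e-06) and macrophage-like cells (0.14, 0.00745), the interferon response in connective tissue-like (0.22, 0.0132) and endothelial-like cells (0.26, 0.0140), and mTORC1 signalling in endothelial-like (0.15, 0.0140) and macrophage-like cells (0.15, 0.0224). Other calls on these sets kept the direction over all cells: oxidative phosphorylation was lower in epidermal-like (-0.39, 4.75e-08), G2/M in endothelial-like (-0.08, 0.0140) and epidermal-like (-0.11, 0.0349) and the interferon response in macrophage-like cells (-0.30, 0.00115). The calls within classes on S phase, ribosomal protein, immediate early and extracellular matrix genes kept it as well. Heat shock genes, not called over all cells, were called higher in endothelial-like cells (0.03, 0.0327).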

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

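The comparison with an exchanged label, that of the mix of classes with its errors in the other libraries, and the values without TMM scaling, were chosen only after the results had been seen, and the other tests here were chosen before their results were known. In all, 69 groups of 4 libraries were examined for a library far from the other three, and 7 held one, where chance gives about 1 in 20. Of the 5 genes among these, only CDK1 in Contra 5 stood as far out without TMM scaling (Dixon's ratio 0.978). ADRA1A (0.774), ADRA2B (0.804), TOP2A (0.607) and ADRA1B (0.817) then fell under the critical value. The design gives no group that sets a single library apart, so no biological explanation was tested for any of them.

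Intact 3 stood far from the other Intact libraries in its cell classes. Connective tissue-like cells made up 67.0% of it against 15.4% to 18.3% of the others, and epidermal-like cells 6.09% against 49.9% to 55.5%. It is also the deepest Intact library. Depth as the cause was argued against: among cells of 4000 to 8000 UMIs, the connective tissue-like share of Intact 3 was still 48.6%, while the highest share of another Intact library was 21.5%. An exchange of labels with a Contra library would need a Contra library with the shares of the other Intact libraries. The closest was Contra 5, with 26.7% connective tissue-like cells, between the other Contra and the other Intact libraries. Among cells of 4000 to 8000 UMIs it had 20.6%, inside the 12.4% to 21.5% of the other Intact libraries, but 38.9% epidermal-like cells, below their 52.3% to 62.8%. With Intact 3 and Contra 5 exchanged, edgeR called 6170 genes over all cells, 111 in endothelial-like and 20 in macrophage-like cells. It then called 0 in connective tissue-like and epidermal-like cells, where 4255 and 1304 genes had an unadjusted p under 0.05, and DESeq2 was not run on this split. This pair was picked by its class shares. An exchange cannot be told apart from a library that differs for another reason, because these values do not decide it and the labels carry no marker of the group. A single wrong label, a different sampling of skin and deeper tissue and a difference in dissociation stay open as well, and none of these was tested.

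ADRA1A (AMEX60DD001449) was at 10.0 CPM in Intact 3 and at 4.23 to 4.39 in the other Intact libraries. The mix of classes may account for this, since the level expected from the classes of Intact 3 was 10.3 CPM against 10.4 observed without TMM scaling, and 4.45 to 5.41 CPM was expected in the other Intact libraries, where 3.28 to 4.89 were observed. The prediction missed other libraries by less than this gap, with 67 counts and 90.9 predicted in Intact 1, 116 and 142 in Intact 4, 682 and 586 in Contra 2 and 995 and 1088 in Contra 3.

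TOP2A (AMEX60DD010148) was at 66.2 CPM in Contra 5 and at 47.4 to 48.7 in the other Contra libraries. The mix of classes predicted 52.5 CPM for Contra 5, as it did for Contra 2, and 64.1 were observed without TMM scaling, against 45.8 to 53.0 in the other Contra libraries. The prediction missed other libraries by similar amounts, with 74.8 predicted and 63.9 observed in Intact 1 and 47.0 and 39.0 in Intact 3. The mix therefore cannot be told apart from a difference within classes or in the unnamed clusters, because the error of the prediction is as wide as the gap.

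The last 3 genes rest on fewer counts. CDK1 (AMEX60DD052476) was at 0.234 CPM in Contra 5, from 9 counts, and at 0.109 to 0.128 in the other Contra libraries. The mix predicted 0.206 CPM against 0.227 observed without TMM scaling. It also predicted 0.216 CPM for Contra 2, where 0.118 were observed, so it did not set Contra 5 apart. In Intact 4 it predicted 6.59 counts and 18 were observed. ADRA2B (AMEX60DD001207) had 0 counts, or 0 CPM, in Intact 5, and 0.279 to 0.321 CPM in the other Intact libraries. In that library 3 counts would be 0.226 CPM, and the mix predicted 0.291. ADRA1B (AMEX60DD030021) was at 0.612 CPM in Contra 2, from 45 counts, and at 0.245 to 0.287 in the other Contra libraries, with 0.259 predicted by the mix and 0.666 observed without TMM scaling. The mix predicted 0.325, 0.389 and 0.487 CPM for Contra 1, 3 and 5, so it put Contra 2 lowest of the Contra libraries. For CDK1 and ADRA2B the mix of classes cannot be told apart from counting error or another cause, because the levels per class rest on too few counts. For ADRA1B, counting error in Contra 2 alone does not cover the gap, as 17.5 counts were predicted (exact Poisson p = 5.87e-08). The prediction also missed Intact 1, with 0 counts and 6.84 predicted, and Contra 3, with 23 and 38.8. The mix cannot be told apart from a difference within classes there, because the predicted levels rest on few counts and missed other libraries too.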

How the results depend on the processing

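The alternatives chosen only after the data were seen were the expected doublets left out, the G2/M list without TUBB4B or without drawing UMIs, single classes for G2/M shares and gene sets, and the split of libraries by number as a term. For every change given in this part the cause was not tested unless it is stated.

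The pooled class shares depended on the clustering. At a resolution of 2, connective tissue-like cells made up 46.8%, endothelial-like 5.87%, epidermal-like 21.2%, macrophage-like 1.05% and unnamed clusters 23.0%. At a resolution of 0.5, epidermal-like cells made up 30.3%, erythroid-like 3.56%, macrophage-like 2.23% and unnamed clusters 5.98%. With variable genes without the cell cycle lists, connective tissue-like cells made up 48.2%, epidermal-like 30.3%, erythroid-like 1.53%, macrophage-like 0.892% and unnamed clusters 10.96%. With at least 1000 genes per cell, connective tissue-like cells made up 52.7%, epidermal-like 25.9%, macrophage-like 1.56% and unnamed clusters 9.98%, and a T cell-like class of 185 cells appeared. At a resolution of 0.5 and with at least 1000 genes per cell no cluster was named muscle fibre-like, so that share, and the background for G2/M that rests on the same cells, was not tested there. With called doublets kept, macrophage-like cells made up 0.889%. With the expected doublets left out, erythroid-like cells made up 1.54%, macrophage-like 1.04%, muscle fibre-like 0.215% and unnamed clusters 16.7%. The other 23 values lay within the exact binomial interval of the reported share.

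No difference in class shares passed the adjusted threshold under any alternative tried, but several changed direction. The permutation tests could hardly pass it. At their smallest p, 0.0286, a class stays above the threshold unless several classes reach that p too. With the replicate number as a block the smallest p was 0.25, so no class could pass there. These results are therefore no evidence of equal shares. The difference for erythroid-like cells was -3.12 points at a resolution of 0.5, -0.362 without cell cycle genes and -0.327 with the expected doublets left out. For unnamed clusters it was 3.82 points at a resolution of 0.5 and 2.13 without cell cycle genes. By edgeR on cell counts, the log2 fold change of muscle fibre-like cells was -0.0039. With 1 library left out, the difference ranged from -0.260 to 0.269 points for erythroid-like cells, turning negative without Intact 1, 4 or 5 or Contra 3. It ranged from -0.499 to 0.0126 for macrophage-like cells, positive without Intact 1, and from -0.0450 to 0.0550 for muscle fibre-like cells, negative without Intact 5, Contra 3 or Contra 5. Connective tissue-like (19.1 to 37.7), epidermal-like (-33.9 to -17.4), endothelial-like (1.07 to 3.05), mast cell or basophil-like (0.117 to 0.659) and unnamed cells (-11.4 to -2.35) kept their direction with any 1 library left out. The difference in UMIs per cell ranged from -446 without Intact 5 to 3309 without Intact 3, and was -59.9 without Intact 4.

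The pooled G2/M share followed the number of UMIs drawn and required, as its construction implies: 80.3% with at least 2 UMIs of the list, 34.8% with at least 5, 32.0% with 1000 UMIs drawn, 90.4% with 4000, and 42.3% without TUBB4B. Without drawing UMIs it was 94.9% of the same cells and 89.6% of all kept cells. The difference between the groups turned positive with at least 2 UMIs (0.205 points), with 4000 UMIs drawn (2.09), without drawing UMIs (1.95 in the same cells and 3.12 in all kept cells), in endothelial-like cells alone (1.70) and within numbers 1 and 3 (0.539). It was -8.03 with at least 5 UMIs and -5.30 with 1000 UMIs drawn, and ranged from -4.39 without Intact 3 to -1.14 without Intact 5. Without TUBB4B the difference in endothelial-like cells alone was negative, at -3.10 points. Shallow cells limit this measure, since 18.7% of Intact 5 and 17.1% of Contra 5 fell under 2000 UMIs.

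Counts of called genes depended on the tool and the filter. DESeq2 called 14 genes over all cells, 73 in connective tissue-like, 74 in endothelial-like, 25 in epidermal-like and 4 in macrophage-like cells. Without a filter on low counts edgeR called 1 gene in connective tissue-like, 305 in endothelial-like, 72 in epidermal-like and 213 in macrophage-like cells, and 0 over all cells, where 3987 had an unadjusted p under 0.05. With numbers 1 and 3 as a term it called 3 in connective tissue-like cells. With 1 library left out, the count ranged from 0 to 5681 over all cells and from 0 to 29 in epidermal-like cells, the high values both without Intact 3. It was 0 in the other classes with any library left out, where edgeR had 393 to 4330 genes at an unadjusted p under 0.05. DESeq2's size factors, called doublets kept, the expected doublets left out and at least 1000 genes per cell left the count by edgeR at 0 in all 5 tests. None of the counts speaks to which genes are called.

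Replicate numbers did not clearly pair the libraries. The correlation across genes of the deviations from the group means was -0.158 for number 1, 0.619 for number 3 and 0.261 for number 5 over all cells, and genes are not independent replicates. Within classes it ranged from -0.101 to 0.0183 for number 1, from 0.199 to 0.287 for number 3 and from 0.0933 to 0.286 for number 5. In endothelial-like and epidermal-like cells it was positive for each number. With the replicate number as a block, edgeR called 236 genes in connective tissue-like and 59 in endothelial-like cells and 0 in the other three tests (3030 over all cells, 1536 in epidermal-like and 524 in macrophage-like cells at an unadjusted p under 0.05). Over the 3 shared numbers, the difference was 22.0 points for connective tissue-like, -21.8 for epidermal-like and 2.85 for endothelial-like shares, -1.03 points for the G2/M share and -10.3 UMIs per cell, with a smallest exact permutation p of 0.25. The adrenergic set had an adjusted p of 0.0474 by camera with the block.

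Gene set results depended on the test. The sets called by camera had adjusted p by fry of 0.523 (S phase, G2/M, mTORC1, interferon response, extracellular matrix), 0.563 (ribosomal proteins) and 0.607 (oxidative phosphorylation, immediate early genes), and of 0.651 for each with an estimated correlation. Within classes fry called 0 sets in connective tissue-like, endothelial-like, epidermal-like and macrophage-like cells. With 1 library left out, adjusted p by camera ranged from 1.33e-05 to 0.163 for G2/M, from 1.07e-18 to 0.131 for ribosomal proteins, from 1.43e-06 to 0.113 for oxidative phosphorylation and from 5.29e-05 to 0.150 for mTORC1. It ranged from 2.40e-04 to 0.464 for immediate early genes, from 0.273 to 0.766 for heat shock and from 0.0343 to 0.319 for the adrenergic set. Without Intact 1, G2/M (0.163) and mTORC1 (0.150) no longer passed and oxidative phosphorylation (0.113) and heat shock (0.595) turned upward. Without Intact 5, ribosomal proteins (0.131) no longer passed. Immediate early genes no longer passed without Intact 1 (0.124), Intact 4 (0.361), Intact 5 (0.337), Contra 1 (0.193) or Contra 3 (0.464). The adrenergic set passed without Intact 3 (0.0343). S phase, interferon response and extracellular matrix passed by camera over all cells with any 1 library left out. The direction depended on the cells: camera called the interferon response higher in Contra within connective tissue-like (0.22, adjusted p 0.0132) and endothelial-like cells (0.26, 0.0140), against -0.58 over all cells, and oxidative phosphorylation, G2/M and mTORC1 were also called higher in at least 1 class.

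For the 22 named genes, 323 alternatives were computed, of which 295 kept direction and side of the threshold, 25 passed it and 3 turned direction. Leaving out 1 library, the log2 fold change ranged from -0.13 to 0.0134 for ADRB1 (AMEX60DD053172), positive without Intact 4, from -0.0461 to 0.27 for ADRB1 (AMEX60DD053174), negative without Contra 3, and from -0.33 to 0.0712 for TOP2A, positive without Intact 1. The adjusted p over alternatives ranged from 3.38e-11 to 0.796 for WEE2-AS1, from 0.00108 to 0.796 for ENV, from 1.57e-04 to 0.907 for H2AC20, from 4.98e-07 to 0.642 for SMIM1 and from 5.49e-07 to 0.654 for TNFAIP2. The lowest of these came from DESeq2 or from edgeR without a filter.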

Other observations

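The tests of stress before lysis, of random pairs, of pairs of whole cells and of epidermal markers for free RNA were chosen only after the result was seen, and the others in this part before it.

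The counts of genes between Contra and Intact by edgeR were 0 in all 5 tests. All 35 of the 35 splits of the 8 libraries into 4 and 4 then gave as many by construction, the real one included. These counts therefore say nothing on chance. Unadjusted p under 0.05 was reached by 2802 genes over all cells, and DESeq2 called 14 there. Most other splits had fewer genes at that level than the real one, but in each test some had more. The largest were 12115 over all cells, 4255 in connective tissue-like, 2100 in endothelial-like, 3176 in epidermal-like and 992 in macrophage-like cells. The real split had 2802, 2588, 1056, 1191 and 566, in the same order. Other splits gave more calls than the real one. Over all cells, 6170 genes were called when Intact 1, 4 and 5 and Contra 5 were set against Intact 3 and Contra 1, 2 and 3. In connective tissue-like, endothelial-like and epidermal-like cells the largest counts, 355, 154 and 5, came from setting numbers 1 and 3 against the other numbers, and in macrophage-like cells the largest was 20, from the split that gave 6170 over all cells. That split gave 111 in endothelial-like cells.

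A different mix of cell classes may account for the 5681 genes called over all cells by edgeR without Intact 3. Of those called higher in Contra, 99.9% were higher in connective tissue-like than in epidermal-like cells, against 0.473% of those called lower and 57.8% of all genes tested. Within connective tissue-like cells 0 genes were called by edgeR without that library, with 4330 at an unadjusted p under 0.05. It also called 0 in endothelial-like and macrophage-like cells. Within epidermal-like cells it called 29, all higher in Contra, so differences within a class are not excluded.

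The calls between numbers 1 and 3 and the other numbers may reflect more stress before lysis, a handling batch that the labels do not give. The immediate early list was higher in numbers 1 and 3 on average in 4 of 4 classes, but passed by fry in only 2 of the 4 after adjustment over 20 tests. These were connective tissue-like cells (mean log2 fold change 1.14, 29 of 30 genes higher, adjusted p 0.0441) and epidermal-like cells (0.85, 22 of 26, 0.0278). In endothelial-like (0.75, 18 of 23, 0.254) and macrophage-like cells (0.55, 21 of 23, 0.191) it did not pass. The change was not limited to that list, since ribosomal protein genes in epidermal-like cells (0.82, 135 of 147 genes higher, 0.0441) passed too. So did DNA damage response genes in connective tissue-like cells (0.22, 12 of 20, 0.0286) and heat shock genes in macrophage-like cells (0.23, 8 of 16, 0.0278), whose members went both ways. Over all cells the immediate early list was higher too (1.25, 28 of 30 genes, adjusted p 0.0461 by fry). A rise in every class was what stress before lysis predicted, and the list rose on average in each, though 2 of 4 passed the threshold. Stress cannot be told apart from another batch or a biological difference between the animals of these libraries, because other sets changed as well.

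Many cells carried markers of connective tissue and epidermis together, and random pairs of cells filling the gate were tested as a source, since such pairs pass a 4 C gate. Of the cells with at least 2000 UMIs, 13.8% in Intact 1 to 37.0% in Contra 5 held at least 5 of 2000 UMIs from each list. The share expected if every item were a random pair was computed from the cells with each marker, with cells of neither class allowed. Observed over expected ranged from 0.972 in Intact 1 to 1.21 in Intact 3. With at least 10 UMIs from each list it ranged from 0.598 in Contra 2 to 1.10 in Intact 5. The cut of 5 UMIs lay near the median of connective tissue marker UMIs in epidermal-like cells. That median was 5 to 7 of 2000 UMIs in Intact 3 and Contra 1, 2 and 3, and 1 to 4 in the other libraries. Free RNA thus stays open as a source. Random pairs cannot be told apart from other sources of mixed markers, because the answer turns on the number of UMIs required, and pairs of the same class stay open as well. Scrublet called too few doublets to settle this.

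Cluster 16 held 680 cells, 88.1% of them from Contra 5, where it made up 12.6% of cells. It carried raised markers of connective tissue and epidermis, with globin genes first among its leading genes. Pairs of whole cells were argued against as the whole cause, since its cells in Contra 5 had a median of 3876 UMIs against 12129 in connective tissue-like cells of that library, less than 1 such cell of median depth. Epidermal-like cells there had 3593, and 7.51% of the cluster against 3.24% of the rest lay among the expected doublets, so some pairs stay open. Free RNA through the whole library predicted more such markers in other classes of Contra 5 than in other libraries. The connective tissue markers cannot decide this, because the libraries differ in their share of connective tissue-like cells. Endothelial-like cells of Contra 5 held a mean of 4.51 of them in 2000 UMIs. The means were 1.32 to 2.96 in Intact 1, 4 and 5, which hold a smaller share of connective tissue-like cells than Contra 5. They were 5.78 to 6.80 in Intact 3 and Contra 1, 2 and 3, which hold a larger one. Macrophage-like cells of Contra 5 held a mean of 1.25, between 0.294 to 0.833 in the former libraries and 3.67 to 5.99 in the latter. For epidermal markers free RNA cannot be told apart from other sources either, because the classes gave different answers. Their mean in endothelial-like cells was 5.52, near the highest of another library, 5.55 in Intact 5. In connective tissue-like cells it was 2.45, against 3.11 at most in another library. The medians of the endothelial-like cells, 2 for each kind of marker, did not stand out, with up to 4 connective tissue and 2 epidermal marker UMIs in another library. Macrophage-like cells of Contra 5 held a mean of 4.00 epidermal marker UMIs against 2.75 at most in another library, from 24 cells with a median of 0. Damaged cells or fragments that took up RNA stay open, and globin RNA was not tested.

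Cluster 15, led by globin genes and unnamed, made up 4.01% ± 1.88 (SD, n = 4) of Intact and 1.25% ± 0.393 (SD, n = 4) of Contra libraries. Every Intact library lay above every Contra library (2-sided exact permutation p = 0.0286, the smallest the design allows), and the adjusted p over the 32 clusters was 0.665. A single cluster could not pass that adjustment. Its cells had a median of 26363 UMIs. Among the other unnamed clusters, cluster 27 took 95.8% of its cells from Intact 3, where it made up 3.31%, and cluster 29 took 99.3% from Contra 5.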
